A study of Mus musculus with 6 samples. Its data were reported in "Fibroblast hierarchy dynamics during mammary gland morphogenesis and tumorigenesis" (2025).

How the data were processed

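Bulk RNA sequencing measured gene expression in cancer-associated fibroblasts (CAFs) sorted from 3 mouse mammary tumors. The tumors arose in MMTV-Wnt1 mice, in which a Wnt1 transgene drives mammary tumor formation, crossed to a Pdgfra-GFP reporter that marks fibroblasts with green fluorescent protein. GFP-positive cells from each tumor were separated by flow cytometry into a fraction without and a fraction with the surface protein CD34, which gave 6 libraries, 3 per group. Per the study's methods, libraries were made from total RNA with an Illumina protocol; the sample records name poly(A) RNA as the molecule.

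The authors aligned reads to the mouse genome build GRCm38 and counted them per NCBI gene with Rsubread. The deposited values are raw counts, with no normalization and with replicates kept apart. Whether the counting used strand, and how reads with several matches were handled, was not stated, so genes with near-identical copies and overlapping genes carry an uncertainty. The table held 27179 genes with an identifier, of which 6787 had no count in any library. Genes without a symbol numbered 1310 and held between 0.457% and 0.619% of the counts of a library. They were kept, whereas the authors removed genes without annotation; an alternative with official symbols only was also run. Gene positions are those of the RefSeq annotation of GRCm38.p6, joined on the NCBI identifier.

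Group membership and tumor number came from the sample titles. The main test followed the steps that the study's methods state. Genes with low counts were removed with filterByExpr (minimum count 10), and composition factors were computed by the trimmed mean of M-values (TMM). Voom with limma then compared the groups, with Benjamini-Hochberg adjustment and a two-sided threshold of 0.05. Settings that the methods leave out may differ from the study's own. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. After filtering, 14855 genes were tested, 292 of them without a symbol. A positive log2 fold change means higher expression in CD34 negative CAFs. Counts relative to library size (CPM) of single genes are scaled by library size and TMM factor, unless stated. Summed CPM of gene lists are scaled by the library total alone. So are the changes in mean CPM of single genes and the Krt1 value under Other observations. Log2 ratios within a tumor are differences of the voom log2 CPM values of its 2 libraries.

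The tumor number pairs the libraries, since both fractions of a pair were sorted from one tumor. Deviations from the group means correlated across genes between the libraries of one tumor, at 0.373 for tumor 1, 0.350 for tumor 2 and 0.219 for tumor 3. The main design has no term for the tumor because the study's methods state none. A fit with the tumor as a block was run beside it, and its values are given where they change a call or a count.

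Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the 28 lists with at least 5 tested genes, and with fry. The 37 lists comprised markers of the study's single-cell tumor clusters and normal progenitor cluster, genes from its comparison of CD34 high and CD34 low fibroblasts of the normal gland, its cell type markers (without Acta2 for epithelial and Cd34 for endothelial cells), its senescence genes, and lists written from general knowledge. The main design, the lists, the fixed genes, the naming rule and most alternatives were chosen before the data were examined. Named genes are the 20 fixed genes, up to 8 genes per direction with the largest fold change among those with an adjusted p under 0.05, a mean log2 CPM of at least 3 and the same sign in all 3 tumors, and members of lists of at most 19 genes. Of the fixed genes, 1 enters the counts and lists but is not reported here on its own. Other genes are said to have been chosen after their values were seen.

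The alternatives covered the normalization, the low-count filter, the annotation, the test (edgeR quasi-likelihood, DESeq2, limma-trend with prior count 2, sample quality weights), the block, gene length, the threshold, the 10 most abundant genes, each library, each tumor and the list test. Length and GC trends were removed by loess with a span of 0.3. GC content was available for 91.7% of tested genes. The GC corrections, the block with DESeq2, the block without each tumor and thinning of the counts to the smallest library total were chosen after seeing the data.

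The tests were tried on simulated data drawn from the fitted means, dispersions and library sizes of the real libraries, tumor differences included, in which 200 genes with a mean log2 CPM of at least 3 changed by 2 on the log2 scale and no others. Of 14299 genes tested, limma-voom recovered 148 changed genes with 0 false calls, and 191 with 31 false calls when the tumor was a block. edgeR recovered 151 with 0 false calls, and 191 with 16 false calls with the block. DESeq2, on 14855 genes, recovered 190 with 4 false calls, and 198 with 66 false calls with the block. With the block, false calls in this simulation made up a larger share of the calls of each tool than the 0.05 that the threshold aims at. The counts of calls with the block on the real libraries may therefore include more false ones than the threshold states. That share depends on how many genes change, and the simulation gave a gene the same dispersion in every library. The share among the real calls is thus not known. Of 100 random lists of 20 genes, 2 had a camera p and 3 a fry p under 0.05. The simulated genes were drawn independently of each other. This check therefore cannot show how camera treats lists of genes that vary together, as marker lists can.

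Total counts ranged from 16238059 to 86609267 per library. A floor of 3 counts, the upper limit that a count of 0 allows, equals between 0.0346 and 0.185 CPM. The reads carried no molecular identifiers, so this floor covers counting error only. The 13 genes of the mitochondrial genome list had no matching symbol in the table and were not analysed here.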

Results

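Gene expression was measured in CD34 negative and CD34 positive CAFs from 3 tumors, with 3 libraries per group. Libraries are called negative or positive library 1, 2 or 3 after their CD34 status and their tumor. Positive libraries 1, 2 and 3 held 16238059, 86609267 and 27204097 counts, and negative libraries 1, 2 and 3 held 59685694, 44864365 and 35310817. The positive libraries had counts for 16707, 17811 and 16253 genes, and the negative libraries for 19220, 18356 and 14314. Negative library 3 thus had counts for the fewest genes, although its total was larger than those of positive libraries 1 and 3. In it, 159 genes with a mean of at least 2 CPM in the other libraries had no count, against between 1 and 31 such genes in the others. The 10 most abundant genes took between 12.5% and 15.6% of the counts of a library, and TMM factors lay between 0.941 and 1.04.

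Replicates were compared before they were averaged. Between libraries of one group, a chi-square statistic per gene ranged from 133 to 239, so no library was a second sample of another's reads. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.952, 0.955 and 0.837 between the libraries of tumors 1, 2 and 3. Negative libraries 1 and 2 correlated at 0.961, and negative library 3 with the other libraries at 0.837 to 0.883. The first principal component held 54.6% of the variance and set negative library 3 apart from the other 5 libraries. The second held 22.5%, with the negative above the positive library in each tumor.

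**Figure D1:**
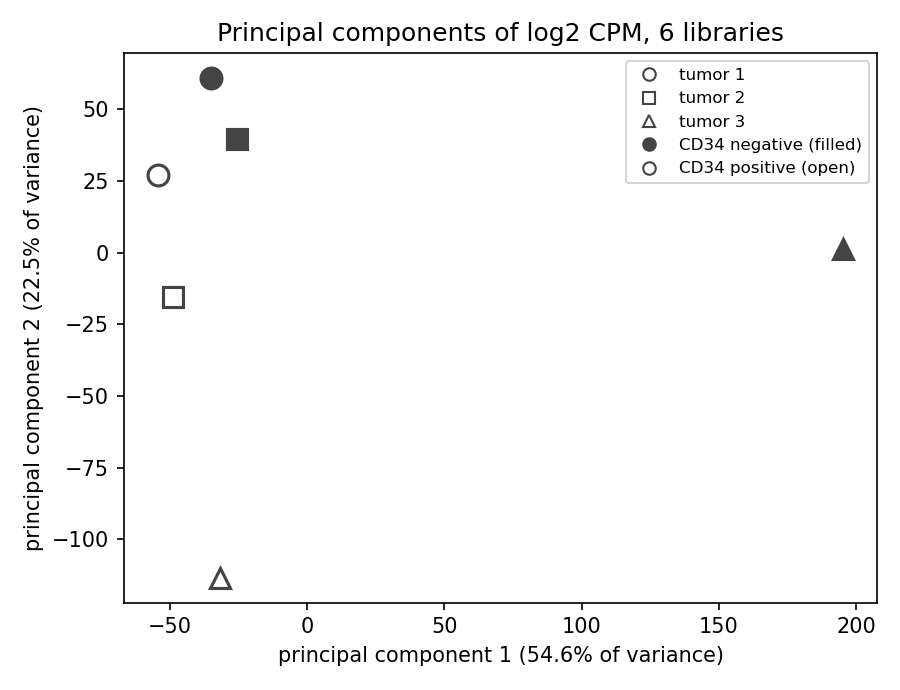
Principal components 1 (x axis, 54.6% of variance) and 2 (y axis, 22.5%) of log2 CPM for the 6 libraries, with symbols for the tumors and filled symbols for CD34 negative CAFs. The CD34 negative library of tumor 3 lies at 195 on the first component, and the other 5 libraries lie between -54.3 and -25.4.

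Whether the sorted fractions differed in the marker used to sort them was examined first. Cd34 (gene 12490, chromosome 1, 194938821 to 194961292 of GRCm38.p6, protein-coding) was at 74.3 ± 30.2 CPM in CD34 negative and 948 ± 571 CPM in CD34 positive CAFs (SD, n = 3). Its log2 fold change was -3.63 ± 0.44 (SE), with an adjusted p of 0.0414 in limma-voom with Benjamini-Hochberg adjustment, and it was lower in 3 of 3 tumors. The fold change stayed between -3.91 and -3.16 in the 9 fits that each left out a library or a tumor. Without positive library 2 or 3, any negative library, or tumor 2 or 3, the adjusted p was above the threshold, at up to 0.194 without tumor 3. Over the alternatives fitted to all libraries, its adjusted p ranged from 1.20e-68 to 0.405. These include the limma treat test against an absolute log2 fold change of 1, which asks for more than a difference from 0. A lncRNA gene, Gm16897, overlaps Cd34 and had 499 counts against 114527.

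The main comparison asked which genes differ between CD34 negative and CD34 positive CAFs. Without a tumor block, 18 genes had an adjusted p under 0.05 in limma-voom, 3 higher and 15 lower in CD34 negative CAFs. An unadjusted p under 0.05 was reached by 2128 genes, 1074 higher and 1054 lower, against 742.75 expected by chance. All 18 genes had the same sign in 3 tumors, and 1 of them had no symbol. With the tumor as a block, 1273 genes passed, 642 higher and 631 lower, among them all 18. Of the 1273, 1267 had the same sign in 3 tumors, and 315 higher and 373 lower genes changed by more than 1 on the log2 scale. Across all tested genes, 46.3% had the same sign in 3 tumors, against 25% by chance. The median standard error was 0.322 without and 0.249 with the block, and the fold changes of both fits correlated at 0.931 across genes. With the block, edgeR's quasi-likelihood test called 575 genes and DESeq2 1760, and 575 genes were called by all 3 tools. Among the fits to all libraries, DESeq2 with the block moved the count most.

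Without the block, the number of calls changed with the libraries in the fit, and fewer samples enter the fits below. The fits without positive library 2 and without negative library 3 called 0 genes, with 1555 and 2217 at an unadjusted p under 0.05, and those without tumor 2 and without tumor 3 also called 0, with 1123 and 1641. The fits without positive library 3 and without negative libraries 1 and 2 called 2, 7 and 3 genes, and those without positive library 1 and without tumor 1 called 34 and 86. With the block, the fits without tumor 1, 2 and 3 called 1134, 851 and 2019 genes, among them all 18.

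The 3 genes called higher without the block were Ptprv, Cdc42bpg and Phlda3. Ptprv (gene 13924, chromosome 1, 135108498 to 135132575), annotated as a transcribed pseudogene, was at 103 ± 15.1 CPM in CD34 negative and 18.7 ± 8.76 CPM in CD34 positive CAFs (SD, n = 3). Its log2 fold change was 2.55 ± 0.33 (SE), with an adjusted p of 0.0434 in limma-voom. Cdc42bpg (gene 240505, chromosome 19, 6306253 to 6325653) changed by 1.87 ± 0.23 and Phlda3 (gene 27280, chromosome 1, 135766085 to 135769134) by 1.43 ± 0.18, each with an adjusted p of 0.0414. Of the 15 lower genes, 14 met the naming rule. Pcsk6 (gene 18553, chromosome 7, 65862136 to 66050386) had the smallest adjusted p, 0.00853, with a log2 fold change of -2.60 ± 0.19. Chrdl1 fell by 3.25 ± 0.35, Enpep by 3.05 ± 0.41, Tnxb by 2.53 ± 0.32, Vegfd by 2.50 ± 0.23 and Dpt by 2.49 ± 0.30, with adjusted p between 0.0173 and 0.0484 in limma-voom. Cd34 and Dpp4 completed the 8. Each of these genes had the same sign in 3 of 3 tumors. None passed without positive library 2, negative library 3, tumor 2 or tumor 3, where the fold change of Pcsk6 was -2.66, -2.50, -2.78 and -2.44 and that of Ptprv 2.96, 2.45, 3.03 and 2.01. Without positive library 3 or negative library 1 or 2, Ptprv did not pass either, at 2.15, 2.59 and 2.62, nor did most of the others.

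Expression of 20 fixed genes was then compared: the sorted marker, the reporter gene Pdgfra and genes that the study discusses for these fractions. Without the block, Cd34 and Dpp4 passed over all genes tested, and 13 genes passed when adjusted over the list alone. The study chose many of them from these libraries, so the count adjusted over the list alone is not independent evidence. With the block, 14 passed over all genes tested and 15 adjusted over the list alone, and 16 of the 20 had the same sign in 3 tumors. Dpp4 (gene 13482, chromosome 2, 62330073 to 62412315) was at 33 ± 5.98 CPM in CD34 negative and 292 ± 92.6 CPM in CD34 positive CAFs (SD, n = 3). Its log2 fold change was -3.13 ± 0.26, with an adjusted p of 0.0115 in limma-voom. It did not pass without positive library 2, negative library 3, tumor 2 or tumor 3, with fold changes of -3.17, -3.17, -3.29 and -2.93.

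Genes encoding cell cycle inhibitors were higher in CD34 negative CAFs in 3 of 3 tumors; in limma-voom on all libraries, they did not pass the threshold without the block and passed with it. Cdkn2a (gene 12578, chromosome 4, 89274473 to 89294619) was at 62.9 ± 5.56 against 12.2 ± 6.84 CPM (SD, n = 3). Its log2 fold change was 2.34 ± 0.39, with an adjusted p of 0.0735 in limma-voom without and 0.00233 with the block. Cdkn1a changed by 1.51 and Cdkn2b by 1.73, with adjusted p of 0.0769 and 0.142 without and 0.00143 and 0.00883 with the block. Without the block, all 3 passed in DESeq2, Cdkn2a also with sample quality weights, and Cdkn1a also without positive library 1 and without tumor 1, at 1.81 and 1.72. Mki67, a proliferation marker, fell by 2.12 ± 0.77 and was lower in 3 of 3 tumors, with an adjusted p of 0.275 without and 0.00233 with the block, and did not pass with the tumor as a random effect. Its change was -1.30 without negative library 1 and -1.39 without positive library 2.

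Of the other fixed genes, 8 were higher in 3 of 3 tumors; in limma-voom on all libraries, they did not pass without the block and passed with it. Cxcl14 was at 2448 ± 1227 against 891 ± 651 CPM (SD, n = 3), with a log2 fold change of 1.66 and adjusted p of 0.206 in limma-voom without and 0.00251 with the block. Col12a1 changed by 1.91 (0.189 and 0.0147), Lrrc15 by 1.28 (0.137 and 0.00502), Wnt9a by 1.27 (0.0735 and 0.00272), Acta2 by 1.11 (0.478 and 0.0439), Rab31 by 1.10 (0.188 and 0.00562), Igfbp7 by 1.00 (0.115 and 0.0036) and Gli2 by 0.66 (0.236 and 0.0403). Col12a1 changed by 1.24 without positive library 3 and 1.17 without tumor 3, and Acta2 by 0.69 without negative library 2, 0.59 without tumor 3, 1.70 without positive library 2 and 1.75 without negative library 1. Without the block, Igfbp7, Lrrc15 and Wnt9a passed in DESeq2, and Wnt9a also with sample quality weights and without tumor 1, at 1.39. Acta2, Gli2 and Col12a1 did not pass in edgeR with the block or with the tumor as a random effect. With the block, Col12a1 did not pass in DESeq2 and Acta2 not after thinning. Gli2 did not pass with the block after thinning, with the length or GC trend removed, or without tumor 1 or 2, and changed by 0.42 without positive library 2. Polr2b overlaps Igfbp7 and had 16858 counts against 406947.

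Gli1, Ptch1, Tnc, Pdgfra and Pi16 passed in limma-voom on all libraries neither without nor with the block. Their log2 fold changes were -0.29 ± 0.45, -0.08 ± 0.50, 0.23 ± 0.62, -0.16 ± 0.24 and -0.69 ± 0.36 (SE), with adjusted p from 0.427 to 0.957 in limma-voom. The first 4 were smaller than their standard errors, and each changed sign in at least 1 of the 9 fits that left out a library or a tumor. They ranged from -0.82 to 0.13 for Gli1, -0.62 to 0.36 for Ptch1, -0.28 to 0.79 for Tnc and -0.33 to 0.01 for Pdgfra. Gli1 was above 0 only without positive library 3, and Pdgfra only without negative library 3. Pdgfra was lower in 3 of 3 tumors and between -0.17 and -0.14 in the fits with the block that left out a tumor. Pi16 was lower in 3 of 3 tumors, with a change of -0.25 without positive library 3 and -0.41 without tumor 3. With the block, it had an adjusted p of 0.0769 over all genes tested and 0.0114 over the list alone, and it passed in DESeq2, with the GC trend removed and without tumor 2.

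**Figure D2:**
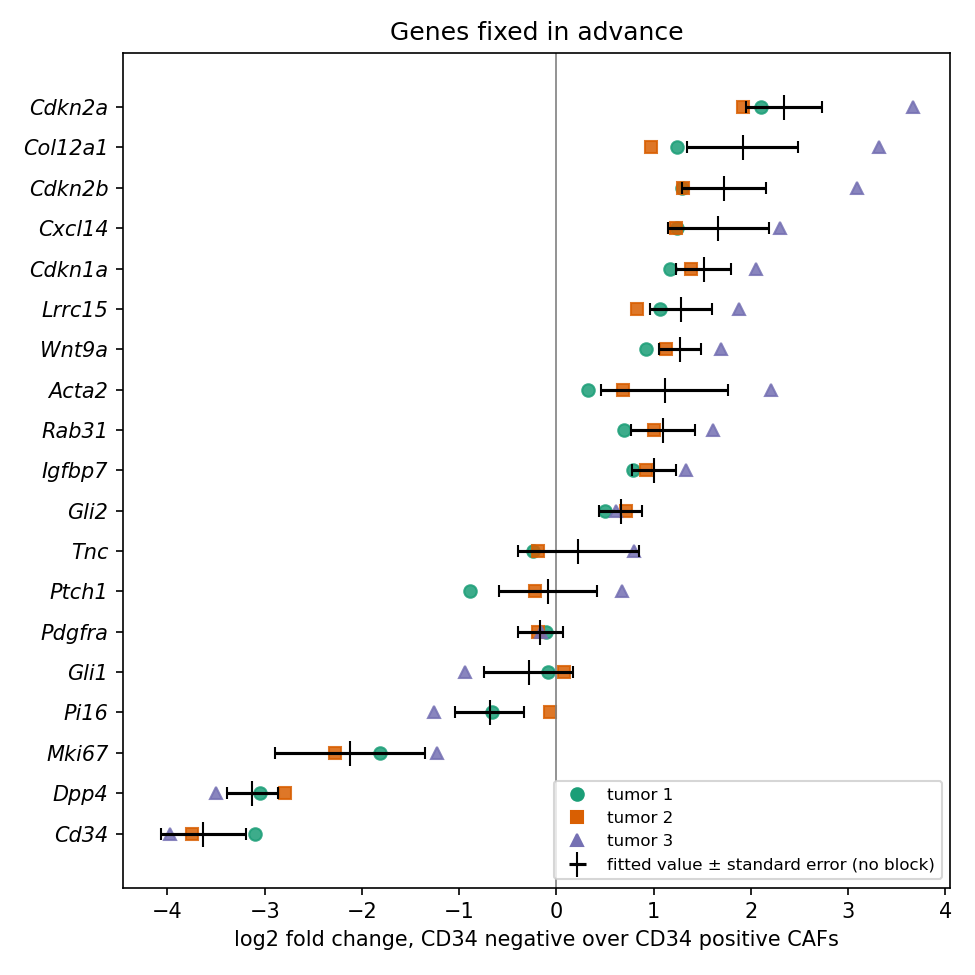
Log2 fold change (x axis) of the fixed genes named here (y axis) in CD34 negative relative to CD34 positive CAFs, with colored symbols for the 3 tumors and bars for the fitted value without a block and its standard error. Cd34 (-3.63) and Dpp4 (-3.13) lie farthest below 0 and Cdkn2a (2.34) farthest above it.

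Gene lists were used to ask how the sorted fractions relate to the CAF clusters that the study named from single cells. Of the 28 lists tested by camera, 20 had an adjusted p under 0.05 without the block, 11 higher and 9 lower, and 23 had one with it. The alternative that moved this count most was camera with the correlation between genes estimated from the data, under which 0 lists passed and 6 had an unadjusted p under 0.05. Under fry without the block, 7 of the 20 passed: the iCAF cluster C2T, the normal CD34 high genes, the normal mesenchymal progenitor genes, both senescence lists, the Wnt feedback targets and the pericyte genes. With the block, fry called 3 lists: the iCAF cluster C5T, the inflammatory fibroblast genes and complement.

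Markers of the inflammatory CAF (iCAF) cluster C2T were lower in CD34 negative CAFs in 30 of 30 genes, with a median log2 fold change of -2.31 (camera, adjusted p 3.04e-27). Markers of the myofibroblastic CAF (myCAF) cluster C0T were higher in 30 of 30, with a median of 1.56 (1.58e-20). Both medians had the same sign in 3 of 3 tumors. The iCAF list shares 19 and the myCAF list 15 of its genes with other lists. The myCAF cluster C4T had a median of 1.15 (5.26e-10), with 28 of 30 genes higher, and 0.67 without positive library 3 and 0.65 without tumor 3. The iCAF cluster C5T had a median of -1.10 (6.33e-09), with 3 of 30 genes higher.

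Medians of the remaining CAF clusters moved when single libraries were left out. The myCAF cluster C1T had a median of -0.19 (camera, adjusted p 0.0129), with 9 of 30 genes higher. It was 0.04 without positive library 2 and did not pass there, without negative library 1 (-0.20) or without tumor 2 (-0.10). It was -0.42 without positive library 1 and -0.40 without negative library 2. The iCAF cluster C3T had a median of -0.27 (0.0833). It passed without positive library 3 (-0.34), negative library 1 (-0.50) or tumor 1 (-0.39), and was -0.09 without negative library 3 and -0.14 without tumor 3. Markers of the cycling cluster C6T had a median of -2.0 (9.40e-11), with 1 of 29 genes higher, and -1.19 without positive library 2 and -1.30 without negative library 1. DNA replication genes had a median of -0.95 (0.00289), with 1 of 14 higher, and per-tumor medians of -0.46, -1.38 and 0.48. That median was 0.07 without positive library 2, 0.03 without tumor 2 and -1.44 without positive library 3.

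Genes separating CD34 high from CD34 low fibroblasts of the normal gland, from other libraries of the study, were compared next. The CD34 high genes had a median of -2.23 (camera, adjusted p 3.06e-16), with 0 of 20 higher, and the CD34 low genes one of 1.00 (2.06e-09), with 26 of 30 higher. Markers of normal mesenchymal progenitors had a median of -1.66 (3.93e-14), with 3 of 29 higher. These medians had the same sign in 3 of 3 tumors.

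**Figure D3:**
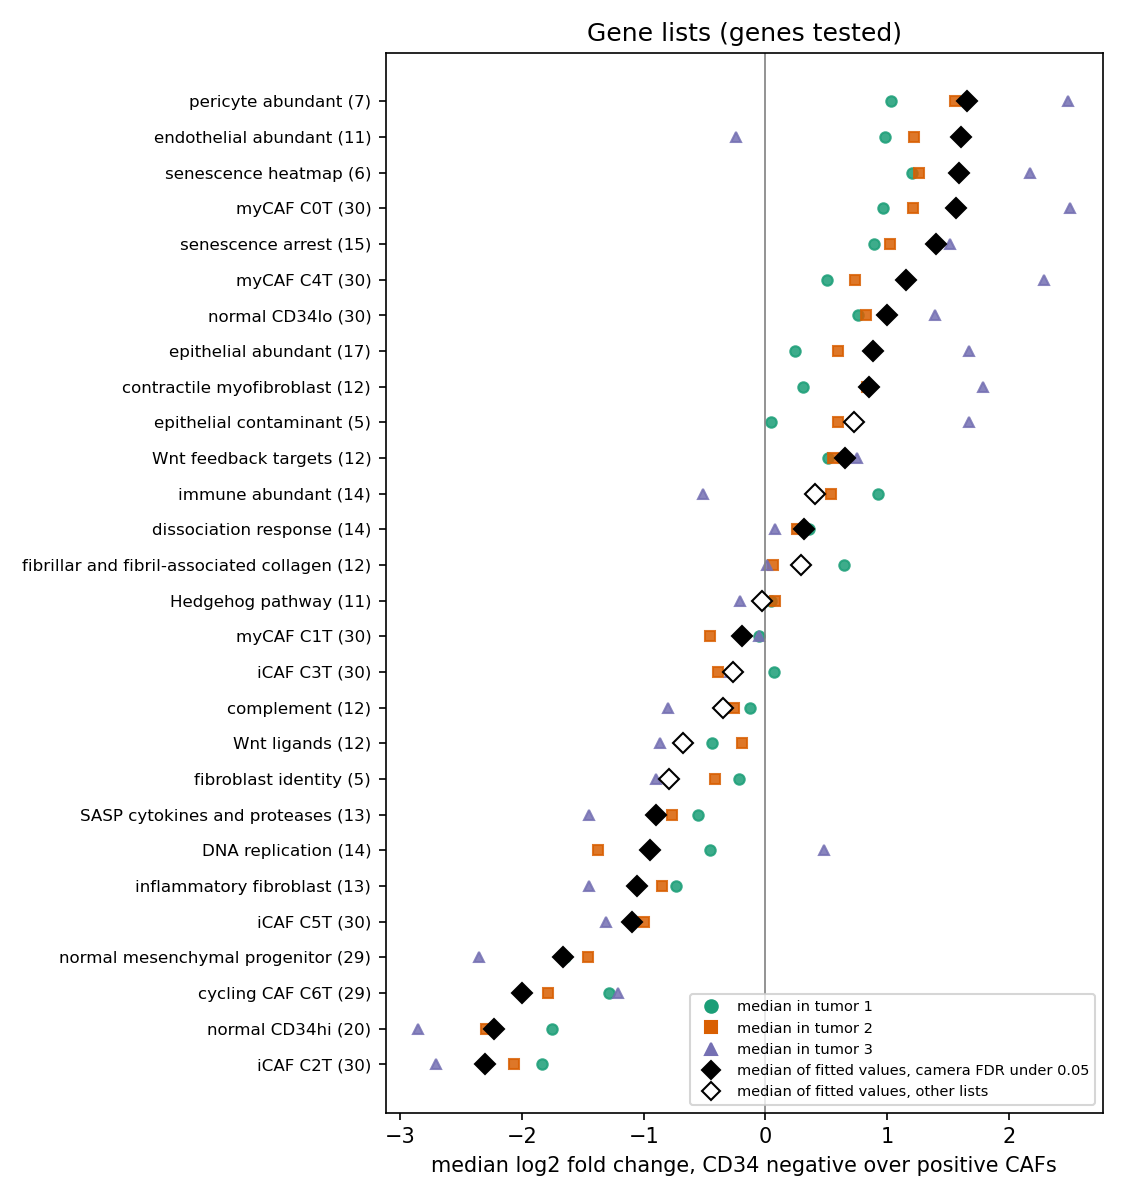
Median log2 fold change (x axis) of each of the 28 gene lists (y axis, with genes tested), with diamonds for the fitted median, filled where camera passed an adjusted p of 0.05, and colored symbols for the 3 tumors. The iCAF cluster C2T lies lowest at -2.31 and the pericyte genes highest at 1.65.

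Senescence was examined through genes of growth arrest and through secreted factors, since the study describes senescent CAFs. The 15 arrest genes had a median of 1.40 (camera, adjusted p 8.46e-10), with 13 higher and 9 called higher with the tumor block. Among them, Mdm2 changed by 1.40, Trp53inp1 by 1.43, Ccng1 by 1.29 and Zmat3 by 1.09. The arrest list holds genes that respond to p53, Phlda3 among them, so it does not tell senescence from a p53 response. It also holds Cdkn1a, Cdkn2a and Cdkn2b, which stand in the short list of senescence genes that the study showed. That short list was chosen on these libraries and is not independent evidence. Its 6 genes had a median of 1.59 (1.03e-07) and were higher in 3 of 3 tumors.

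Cytokines and proteases of the senescence-associated secretory phenotype had the opposite direction, with a median of -0.90 (camera, adjusted p 0.0216) and 3 of 13 genes higher. Cxcl1 fell by 1.45, Il6 by 0.98 and Ccl2 by 0.90, with adjusted p of 0.00103, 0.0123 and 0.00302 in limma-voom with the block. Mmp13 rose by 1.22 (0.0255 with the block). This list did not pass without positive library 2 (-0.60), negative library 3 (-0.54) or tumor 3 (-0.77), nor without the genes it shares with other lists. Inflammatory fibroblast genes, 11 of which stand in other lists, had a median of -1.05 (camera, 0.00036), with 3 of 13 higher and 10 called lower with the block. Ly6c1, which has near-identical copies, fell by 2.51 and Saa3 by 2.54.

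Complement genes had a median of -0.35 (camera, adjusted p 0.222, and 0.00509 with the block). C3 fell by 1.76, with an adjusted p of 0.000159 in limma-voom with the block. C4b fell by 1.62, but its reads cannot be separated with certainty from those of C4a. Without positive library 1 (-0.41) or tumor 1 (-0.39) this list passed, and its median was -0.23 without positive library 3, -0.12 without negative library 3 and -0.12 without tumor 3.

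Contractile genes had a median of 0.85 (camera, adjusted p 0.000283), with 11 of 12 higher. Mylk changed by 2.15, Tagln by 1.57 and Cnn2 by 0.80, with adjusted p under 0.05 in limma-voom with the block (0.00494, 0.0325 and 0.0119) and not without it. The median was 1.5 without positive library 2 and 1.32 without negative library 1. Fibrillar and fibril-associated collagen genes went both ways, with a median of 0.29 (0.102). Col11a1 rose by 2.22 and Col14a1 fell by 1.00, with adjusted p of 0.0155 and 0.00853 with the block. This list passed without positive library 2 (0.28) or tumor 2 (0.46), and its median was 0.12 without negative library 1, 0.11 without tumor 1 and 0.45 without tumor 3.

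Wnt feedback targets had a median of 0.66 (camera, adjusted p 0.000376), with 10 of 12 higher. Nkd2 changed by 1.94 and Kremen1 by 0.80, with adjusted p of 0.00615 and 0.00626 in limma-voom with the block. The median was 1.14 without positive library 2 and 0.99 without tumor 2. Wnt ligands had a median of -0.68 (0.857) and went both ways: Wnt11 rose by 1.24 and Wnt2 fell by 0.80, with adjusted p of 0.00222 and 0.0214 with the block. That median was -0.14 without negative library 3, -0.44 without negative library 2 and -0.17 without tumor 3. The Hedgehog pathway list had a median of -0.03 (0.857), and 0.06 with the block (0.681). It ranged from -0.36 without positive library 2 to 0.16 without negative library 2. It was above 0 also without positive library 1 (0.03) or 3 (0.13), negative library 3 (0.12) or tumor 3 (0.14). Cdon, of this list, fell by 1.27 and passed with the block (0.00186).

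Markers of other cell types were examined because sorted cells can carry them. Summed CPM of the 17 epithelial genes were 220, 147 and 37.6 in positive and 238, 228 and 97.8 in negative libraries 1, 2 and 3. This list had a median of 0.88 (camera, adjusted p 0.00532), with 16 of 17 higher. It did not pass without positive library 3 (0.14) or negative library 1 (0.53), and its median was 1.66 without positive library 2, 1.66 without tumor 2 and 0.50 without tumor 3. A list of 5 of the epithelial markers of the study, leaving out Acta2, was tested as well; 4 of the 5 stand in other lists. Their median was 0.73 (0.0772, and 0.0303 with the block). They passed without positive library 1 (0.95) or 2 (1.66) or negative library 3 (1.30), and their median was -0.07 without positive library 3 and 1.66 without tumor 2.

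Pericyte genes summed to 200, 112 and 122 CPM in positive and 225, 270 and 279 CPM in negative libraries 1, 2 and 3. Their median was 1.65 (camera, adjusted p 0.0040), with 5 of 7 higher, and 0.99 without tumor 3. Endothelial genes summed to 83.7, 102 and 53.6 against 122, 206 and 146 CPM. Their median was 1.61 (0.0216), with per-tumor medians of 0.98, 1.22 and -0.24. They did not pass without negative library 1 (1.03) or tumor 1 (0.72), and their median was 0.96 without positive library 3. Immune genes summed to at most 35.5 CPM in a library, with a median of 0.41 (0.173). They passed without negative library 3 (0.84) or tumor 3 (0.67). Their median was -0.14 without tumor 1, -0.05 without tumor 2, 0.07 without positive library 3, 0.13 without negative library 1, 0.25 without negative library 2 and 0.27 without positive library 1.

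Lists with fewer than 5 tested genes were not tested. Summed CPM in positive against negative libraries 1, 2 and 3 were 13.1, 3.37 and 2.21 against 9.63, 5.82 and 1.53 for the endothelial markers other than Cd34. They were 17.5, 9.47 and 4.41 against 46.7, 41.7 and 46.6 for pericyte markers, and 12, 11.2 and 7.5 against 13.9, 19.9 and 22.7 for Schwann cell markers. Macrophage markers summed to 8.93, 14.5 and 16.3 against 14, 16.3 and 13.3 CPM, and muscle markers to 1.85, 1.5 and 1.65 against 2.80, 5.04 and 13.7 CPM. Erythroid genes summed to 0.554, 0.589 and 1.36 against 0.821, 1.27 and 8.27 CPM, and keratinocyte markers to 10.1, 7.01 and 11.3 against 3.62, 3.50 and 1.08 CPM. Krtdap, a keratinocyte marker at or under 3 counts in each negative library, was at least 41.1-fold lower there.

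Fibroblast identity genes had a median of -0.79 (camera, adjusted p 0.133, and 0.0115 with the block). Dcn fell by 1.18 and Lum by 0.79, with adjusted p of 0.00154 and 0.014 in limma-voom with the block. This list passed without positive library 2 (-1.08), negative library 1 (-0.98), tumor 1 (-0.67) or tumor 2 (-0.93), and its median was -0.39 without negative library 2 and -0.49 without positive library 1. Genes that respond to tissue dissociation had a median of 0.31 (0.0311), with 9 of 14 higher. They did not pass without negative library 1 (0.10) or positive library 2 (0.15), and their median was 0.49 without positive library 1. Fos (-0.00) and Egr1 (-0.17) were not higher, whereas Hspa1a and Hspa1b, near-identical copies, rose by 1.31 and 1.38. Of the genes that check sex, Xist had 132324 counts over the 6 libraries and Ddx3y 4, and the Y-linked Kdm5d, Uty and Eif2s3y had 0 each.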

Values the study reported

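The study reported 419 genes that were shared between those upregulated in CAFs relative to hyperplasia-associated fibroblasts and those upregulated in CD34 negative relative to CD34 positive CAFs.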

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

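The GC corrections, the block with DESeq2, the block without each tumor and the thinning were chosen only after the results were seen. Without the block, the counts of genes higher and lower (3 and 15) moved by more than 1.5 times under several alternatives. DESeq2 called 340 and 407 genes and sample quality weights 46 and 115, with 8 and 4 of the fixed genes against 2. Library size alone gave 7 higher and 25 lower, no low-count filter 5 higher, at least 10 counts in every library 6 higher, and limma-trend 23 lower. With the GC trend removed, or with counts thinned to the smallest library, 1 gene was higher. edgeR's quasi-likelihood test called 0 higher and 9 lower genes, with 982 and 873 at an unadjusted p under 0.05, and 1 fixed gene. An adjusted p under 0.01 left 0 higher and 1 lower gene and 0 fixed genes, with 1074 and 1054 genes at an unadjusted p under 0.05. The limma treat test against an absolute log2 fold change of 1 left 0 and 0 genes and 0 fixed genes, with 69 and 176 at an unadjusted p under 0.05. The cause of these differences was not tested.

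With the tumor as a block, calls higher and lower were 642 and 631 with 14 fixed genes in limma-voom, 262 and 313 with 11 in edgeR's quasi-likelihood test, and 850 and 910 with 14 in DESeq2. They were 571 and 617 with 13 fixed genes after removing the length trend, 431 and 554 with 14 after removing the GC trend, and 467 and 474 with 12 after thinning to the smallest library. The tumor as a random effect gave 351 and 352 with 10. The block without tumor 1 gave 612 and 522 with 13, without tumor 2 424 and 427 with 14, and without tumor 3 883 and 1136 with 14. Each of these fits called all 18 genes called without the block. The block removes differences between tumors from the spread, and the median standard error fell from 0.322 to 0.249. Beyond the genes and lists given in the report, the block changed no other call on a list. The share of higher genes among the calls was 16.7% without and 50.4% with the block, and 18.2%, 21.9% and 20% under the other scalings.

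Leaving out a library or a tumor, 9 fits without the block called from 0 to 38 genes higher and from 0 to 48 lower, and from 0 to 4 fixed genes. Unadjusted p under 0.05 were then reached by between 1123 and 2217 genes. Fewer samples enter these fits. Log2 fold changes ranged from -0.62 to 0.36 for Ptch1, -0.28 to 0.79 for Tnc, -0.82 to 0.13 for Gli1 and -0.33 to 0.0056 for Pdgfra. Medians ranged from -0.36 to 0.16 for the Hedgehog pathway, -1.44 to 0.070 for DNA replication, -0.42 to 0.043 for the myCAF cluster C1T, -0.068 to 1.66 for the epithelial markers and -0.14 to 0.84 for the immune genes. In these fits and the 3 with the block that left out a tumor, 38 other results for genes moved past the threshold and 68 fell short of it, and of those for lists 27 and 15. The cause was not tested beyond the removal of samples.

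Small values near 0 changed sign under other settings. Ptch1 (-0.08) was 0.080 in DESeq2, 0.090 in edgeR's quasi-likelihood test and 0.067 with the block. With the block it was also 0.13 with the GC trend removed, 0.022 with the length trend removed, 0.028 after thinning, 0.29 without tumor 1 and 0.20 without tumor 2. The median of the Hedgehog pathway (-0.03) was 0.057 in DESeq2, 0.068 in edgeR, 0.059 with the block, 0.017 with the block and the length trend removed, 0.042 with the block after thinning, 0.030 with the block without tumor 2 and 0.022 with the block without tumor 3. With the block without tumor 3, Gli1 was 0.014 and Tnc -0.23. The dissociation list was -0.049 with the GC trend removed. The cause was not tested.

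The number of lists past the threshold (20) was 0 with an estimated correlation and 7 under fry, and between 16 and 24 under the other alternatives, with 16 where genes shared between lists were left out. Of the lists of other cell types, 3 passed; 0 did so with an estimated correlation, 1 under fry, 1 with the block after thinning, 1 with the block without tumor 2, 5 with sample quality weights, and from 1 to 5 across the 9 fits that left out a library or a tumor. Unadjusted, 6 lists had a p under 0.05 with an estimated correlation. The number of lists with a median above 0 stayed between 11 and 16 in all these alternatives, against 14. The mean correlation of deviations within tumors (0.314) was 0.227 without the low-count filter and 0.405 with at least 10 counts in every library, for which fewer genes were tested. Outside the fits that left out samples, 82 other results for genes moved past the threshold, 38 fell short of it and 518 did neither, and of those for lists 23, 52 and 612.

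Low counts limited the comparison of weakly expressed genes. Negative library 3 had 0 counts for 159 genes with a mean of at least 2 CPM elsewhere, so their values in tumor 3 are bounded by its floor of 0.0850 CPM alone.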

Other observations

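The tests of swapped labels within tumors, fewer reads, pseudogenes, dissociation, keratinocytes, pericytes and epithelial cells were chosen only after the result was seen. Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many genes with an adjusted p under 0.05 in limma-voom (18). The other splits gave 0, with between 13 and 1371 genes at an unadjusted p under 0.05. The 3 other splits that part every tumor's pair, as the real one does, had 192, 13 and 96 such genes, against 2128, and those that part 1 pair had 279 to 1371. With the block, 1 of the 4 assignments of labels within tumors, the real one, gave as many genes (1273), and the others gave 0, with 244, 71 and 242 at an unadjusted p under 0.05 against 3460. With 10 splits or 4 assignments the share cannot fall under 0.05, so chance cannot be excluded by this count. Of the 1273 genes called with the block, 937 were also called after thinning to the smallest library total, with fold changes correlating at 0.983 across genes, and 885 with the GC trend removed. This argues against unequal depth and GC content as the whole cause.

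Here 3 genes were higher in CD34 negative CAFs without the block and 642 with it. The study's quoted overlap is a part of its genes higher in this comparison. It is larger than the count here without the block and smaller than that with it. The study thus called more genes higher than the fit without the block. A gene that did not pass in that fit may have passed in the study's own.

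Negative library 3 lacked counts for 159 genes that had a mean of at least 2 CPM elsewhere. Fewer reads do not explain this, since the smallest library lacked 6. The spread of negative library 3 was 1.93 times the next largest among libraries for genes under a mean log2 CPM of 1, and 1.44, 1.22, 1.04 and 0.848 times in bins of rising abundance. A candidate explanation is a small number of distinct RNA molecules in that library, which this pattern fits. A biological difference of that tumor was not tested.

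Ribosomal protein genes, a family chosen after its values were seen, were lower in CD34 negative CAFs. The median of 76 genes with the block was -0.46, with 71 lower, and -0.42, -0.58 and -0.43 in tumors 1, 2 and 3. It stayed between -0.48 and -0.46 under the other scalings. With the block, 28 were called lower, and 0 without it; camera gave an unadjusted p of 1.45e-20 without and 4.97e-20 with the block, and fry 0.000694 and 0.00757. The median was -0.38 with the length trend removed and -0.50 with the GC trend removed, each beyond the spread between tumors, which argues against length or GC as the whole cause. Ribosomal protein pseudogenes (48, of which 45 were lower) had a median of -0.53, so reads were not moved from the genes to their pseudogenes. Other translation genes (22) had a median of -0.18. A difference in growth between the fractions may underlie this and was not tested.

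Genes that respond to p53 may be higher in CD34 negative CAFs. Phlda3 and Ptprv were among the calls, and the pattern was noticed there. A list of 23 other p53 targets, written after these counts were seen and before its genes were looked at, had no gene in another list. Its median was 0.67, with 22 higher, and 0.40, 0.60 and 0.91 in tumors 1, 2 and 3. Camera gave an unadjusted p of 8.54e-10 and fry 0.0047, or 0.0409 with the block, which argues against a choice of genes made on these libraries. With the GC trend removed and the block, the median was 0.48, and 0.30, 0.45 and 0.74 in the 3 tumors, with 5 genes called, which argues against GC content as the whole cause. Trp53, chosen after its values were seen, changed by 0.06. A stress response to dissociation remains open: the median of the dissociation genes was above 0 in each tumor, at 0.0777 in the lowest, but its members went both ways, so this response and a p53 response without it cannot be told apart here.

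Krtdap, Dmkn and Sbsn, neighbors on chromosome 7 (30732674 to 30791089) chosen after their values were seen, were lower in CD34 negative CAFs in 3 of 3 tumors. With the block, the fold changes of Dmkn and Sbsn were -3.52 and -3.08 and Krtdap was at least 41.1-fold lower, with adjusted p of 0.0204, 0.00117 and 0.0215 in limma-voom. Skin keratinocytes in the positive sorts could explain this, and Krt10, another keratinocyte marker, was also lower in negative libraries in 3 of 3 tumors, with a change of -1.10 that was not called with the block. Scaled by the library total alone, it fell by 3.95 CPM on average, more than Krtdap (2.79) and less than Dmkn (21.9) and Sbsn (53.6). A list of 10 other keratinocyte genes, 7 of them tested, had a higher sum in positive libraries in 1 of 3 tumors. Other epithelial cells can express genes of this list, so its sum cannot decide. Krt1, which skin keratinocytes express strongly, reached at most 0.0231 CPM in a library. The low Krt1 argues against skin keratinocytes as the whole cause, and a small share of keratinocytes stays open. The 16 other tested genes within 250 kb had a median of 0.11, with 9 higher, which argues against a difference of the whole segment. Of them, 1 was called with the block, and it was lower, at -0.59. A difference between the fibroblasts themselves stays open and was not tested.

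Pericyte genes were higher in CD34 negative CAFs, and pericytes in those sorts could explain it. Scaled by the library total alone, Rgs5, the most specific of them, rose by 5.38 CPM on average. Mcam rose by 29.2, Notch3 by 33.7 and Cspg4 by 69.2. On the log2 scale Rgs5 rose most of the 7 genes, by 2.75, against 2.33 for Mcam, 1.83 for Cspg4 and 1.65 for Notch3, as pericytes would have it, while Kcnj8 and Abcc9 fell by 1.96 and 1.44 and were lower in 3 of 3 tumors. Pericytes would raise Kcnj8 and Abcc9 as well, which argues against them as the whole cause; of the genes of this list, 4 stand in other lists. A small share of pericytes beside a change in the fibroblasts stays open.

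Epithelial genes had higher sums in negative libraries in 3 of 3 tumors, and none was called with the block. Scaled by the library total alone, Krt8 rose by 11.4 CPM, Krt18 by 8.53 and Epcam by 2.05 on average. Of the 17 genes, 4 stand in other lists. Tumor epithelial cells in the CD34 negative sorts, or their RNA, could explain this. Wnt1, which the transgene drives in the tumor epithelium, was higher in negative libraries in 2 of 3 tumors, but its 13 to 147 counts per library are too few to decide, so tumor epithelial cells and a difference within the fibroblasts cannot be told apart here.

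Genes on chromosome X had the lowest median of the 20 chromosomes with the block, -0.15. With the GC trend removed it was -0.069, within the range of the autosomes (-0.08 to 0.07), but only chromosome 6 was lower. GC content is thus a candidate explanation for at least a part of this shift. Wnt10b, chosen after its values were seen, had 15, 286 and 565 counts in positive and 8, 4 and 0 in negative libraries 1, 2 and 3, and did not pass with the block (limma-voom, adjusted p 0.0592).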
